# Decitabine Induces Change of Biological Traits in Myelodysplastic Syndromes via FOXO1 Activation

**DOI:** 10.3389/fgene.2020.603956

**Published:** 2021-01-27

**Authors:** Zheng Zhang, Yan Jia, Feng Xv, Lu-xi Song, Lei Shi, Juan Guo, Chun-kang Chang

**Keywords:** myelodysplastic syndromes, DEGs, FOXO1, PTEN, TLR4

## Abstract

Decitabine (DAC) is considered to be a profound global DNA demethylation, which can induce the re-expression of silenced tumor suppressor genes. Little is known about the function of tumor suppressor gene FOXO1 in myelodysplastic syndromes (MDS). To address this issue, the study firstly investigated differentially expressed genes (DEGs) for DAC treatment in MDS cell lines, then explored the role of FOXO1 through silencing its expression before DAC treatment in MDS. The results showed that FOXO1 exists in a hyperphosphorylated, inactive form in MDS-L cells. DAC treatment both induces FOXO1 expression and reactivates the protein in its low phosphorylation level. Additionally, the results also demonstrated that this FOXO1 activation is responsible for the DAC-induced apoptosis, cell cycle arrest, antigen differentiation, and immunoregulation in MDS-L cells. We also demonstrated DAC-induced FOXO1 activation upregulates anti-tumor immune response in higher-risk MDS specimens. Collectively, these results suggest that DAC induces FOXO1 activation, which plays an important role in anti-MDS tumors.

## Introduction

Myelodysplastic syndrome (MDS) is a set of highly heterogeneous myeloid neoplasms, featured by variable cytopenias, inefficient hematopoiesis and a proportionable risk of progression to acute myeloid leukemia. The incidence of MDS in the elderly gradually increases with age, which is one of the main factors that threaten the quality of life and survival of the elderly. Although 3 therapies targeting MDS have been approved since 2004, the overall 5-year survival rate remains relatively poor at approximately 31% without a clear temporal improvement in outcomes (Zeidan et al., 2019). The heterogeneity of MDS requires a variety of complex and personalized treatments. Precision determination of prognosis is a key to select an suitable therapy and to forecast the prognosis of patients with MDS. According to the International Prognostic Scoring System (IPSS) or revised IPSS (IPSS-R), approximately 30% of patients are categorized as higher-risk groups (Greenberg et al., 1997, 2012). Hypomethylating agents (HMAs), such as decitabine (DAC), are approved as the first-line treatment option for higher- risk MDS. DAC has a wide range of therapeutic mechanisms for MDS, which reactivates silenced tumor suppressor genes, increases expression of cancer-testis antigens (CTAs), and regulates immune checkpoint molecules (Chang et al., 2017; Zhang et al., 2017a,b). Previous studies have shown that epigenetic silencing of tumor suppressor genes results in the growth advantage of a clonal subpopulation of MDS. This epigenetic modification is reversible, and methyltransferase inhibitors, such as DAC, will reverse the situation and reactivate the silenced tumor suppressor genes (Itzykson and Fenaux, 2014). The “O” subclass of the forkhead transcription factors (FOX) family is considered important tumor suppressor genes. FOXO genes exist widely in various organisms, they play an important role in the lifespan of invertebrates and mammals, and they inhibit tumor proliferation and regulate energy metabolism and induce cellular responses (Link and Fernandez-Marcos, 2017). In fact, a study has studied the effects of DAC treatment on the myeloid MDS cell line SKM-1 and investigated the role of FOXO3A in DAC-dependent treatment (Zeng et al., 2017). Currently, no studies have investigated the pathogenesis of FOXO1 in MDS.

FOXO1, also known as forkhead in rhabdomyosarcoma-like protein 1 (FKHRL1), is another key transcription factor of the FOX family with important roles in anti-oxidative enzymes, cell cycle arrest, apoptosis, autophagy, metabolic and immune regulators, which make it a super transcription factor with complex activities it a super transcription factor with complex activities (Murtaza et al., 2017; Jiang et al., 2018). It is characterized by the existence of a unique forkhead DNA binding domain, a highly conserved wing-helix motif, and regulation the transcription of a variety of downstream genes (Chen et al., 2019). The function of FOXO1 is not only regulated by microRNAs, which play important roles in destabilizing or attenuating the translation of FOXO1 mRNA, but also by post-translational modifications (such as phosphorylation, acetylation, and ubiquitination), which ultimately affect its nuclear/cytoplasmic transport and thus its cellular localization (Xing et al., 2018). After FOXO1 is phosphorylated, p-FOXO1 binds to the cytoplasm by 14-3-3 proteins and is involved in the subsequent interaction with ubiquitin E3 ligases, which induces its degradation, FOXO1 is inactivated and its target gene is down-regulated (Brownawell et al., 2001). Furthermore, FOXO1 is directly or indirectly regulated by other protein kinases (such as AKT, MAPK1, and PTEN). FOXO1 is considered as a potential tumor suppressor gene that participates in regulating the differentiation of a variety of cells and plays a role in inhibiting tumor cell proliferation (Ushmorov and Wirth, 2018). An increasing number of studies have confirmed that the re-expression and activation of FOXO1 in tumor cells has great potential in anti-tumor therapy (Shi et al., 2018).

In this study, we investigated the effects of a low concentration of DAC (1 μM) on differentially expressed genes (DEGs), cell apoptosis, cycle arrest, differentiation, and immunoregulation in MDS cell lines and patients. In addition, we also investigated the role of FOXO1 in DAC-dependent processes by measuring the expression level and activity of this gene and its downstream targets after DAC treatment.

## Results

### Transcriptome Profiling of MDS Cell Lines Following DAC Treatment

The GEM analysis of MDS-L cell showed 1,745 differentially expressed genes compared with the control: 842 were upregulated, while 903 genes were downregulated. 

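RNA from MDS-L and SKM-1 cells was measured on Affymetrix PrimeView arrays, on which each probe set is a group of short probes for a transcript. MDS-L is a human MDS cell line that depends on IL-3, and SKM-1 is a human leukemia cell line derived from MDS. Cells received DMSO, the solvent, or DAC, a nucleoside analog that inhibits DNA methylation, at 1 μM in daily pulses for 5 days. Each cell line gave 1 array per treatment, so the 4 arrays hold no replicate of any condition. The methods name the RNeasy system for RNA extraction, and the sample labels name Trizol. The authors deposited log2 expression values for 49395 probe sets per array. The methods name RMA, which corrects for background, gives all arrays a like distribution and summarizes the probes of each set, whereas the submitters' processing notes name MAS5. The deposited values ran from 2.11 to 14.99, and the sorted values of the 4 arrays differed by at most 0.18 (log2) at any rank. A gene was represented by its probe set with the highest mean over the 4 arrays, among 44994 probe sets with 1 gene symbol for 18132 genes. Olfactory receptors, taken as silent in these cells, set the background level of each array, the 90th percentile of their 359 probe sets, at 4.84 for MDS-L with DMSO, 5.09 for MDS-L with DAC, 4.88 for SKM-1 with DMSO and 5.07 for SKM-1 with DAC. A gene counted as measured in a cell line if it lay above that level on at least 1 of its 2 arrays. Values under the level were raised to it, so an increase from a raised DMSO value or a decrease to a raised DAC value is a lower bound, written "at least". The level was higher with DAC, so 266 genes in MDS-L and 192 in SKM-1 that lay under it with DAC have a log2 fold change above 0 that is no bound. Between 60.7% and 63.0% of the probe sets lay above background. Across probe sets, which are not replicates, Pearson's r between DMSO and DAC was 0.979 in MDS-L and 0.982 in SKM-1, and it ran from 0.894 to 0.914 between the cell lines. Different probe sets of a gene gave log2 fold changes with a pooled standard deviation of 0.25 in MDS-L (6965 genes) and 0.26 in SKM-1 (7087 genes), a spread that leaves out the difference between samples. The false discovery rate of 0.15 in the methods cannot be computed within a cell line from single arrays, so genes at least 2-fold higher or lower are counted without a p-value, and the number of arrays limits the precision of every value.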

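S100A16, a calcium-binding protein, was 13.4-fold higher after DAC in MDS-L cells, going from 5.77 to 9.51 (log2). CD9, a tetraspanin of platelets and many other cells, was 12.2-fold higher, the small GTPase RAB13 10.7-fold, and ID3, an inhibitor of basic helix-loop-helix transcription factors, 9.58-fold. TM4SF1, a membrane protein, was 9.29-fold higher, and RGS1, a regulator of G protein signaling, 8.63-fold. CDCA7, a chromatin protein, was 8.02-fold lower after DAC, and the phosphatase CDC25A, which drives entry into S phase, was 5.98-fold lower. The transcription factor E2F8 was 5.95-fold lower, the chromatin remodeler HELLS 5.44-fold, the kinetochore protein ZWINT 5.32-fold and the kinase MELK 5.29-fold. In all, 459 of 12688 measured genes were at least 2-fold higher and 404 were at least 2-fold lower. Of the higher genes, 92 lay under background with DMSO. Among them, CD3D, a chain of the T cell receptor complex, reached 8.91 and was at least 16.7-fold higher, the selenoprotein SELENOM at least 14.6-fold, S100A3 at least 13.4-fold and DLK1 at least 12.8-fold. Of the lower genes, 16 lay under background with DAC, with TCF19 at least 4.69-fold lower and CYP7B1, a sterol hydroxylase, at least 4.07-fold. The higher genes outnumbered the lower ones also at 3-fold (162 and 89), with no raised values (549 and 427) and after quantile normalization (497 and 314). The lower genes outnumbered the higher ones, with higher and lower counts of 1150 and 1353 at 1.5-fold, 323 and 364 with each array's median as background, 247 and 281 with the 99th percentile of the olfactory receptors as background, 421 and 456 with fold changes centred on the median, 387 and 424 with the median over probe sets, 358 and 397 without probe sets that match several transcripts or genes, and, as alternatives added after seeing the data, 768 and 831 with any probe set and 546 and 707 with any probe set above background.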

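In SKM-1 cells, the genes with the largest increases after DAC were mostly genes that interferon induces. IFI27, an interferon-induced mitochondrial protein, went from 5.60 to 12.21 (log2) and was 97.4-fold higher, and IFIT1, which binds viral RNA, went from 7.13 to 11.46 and was 20.1-fold higher. IFI6 was 9.04-fold higher, IFIT3 7.26-fold, the nucleotide kinase CMPK2 6.71-fold and the secreted glycoprotein LGALS3BP 6.40-fold. STAP1, an adaptor protein of signaling, was 7.08-fold higher. Genes under background with DMSO included IFI44, at least 28.4-fold higher, BST2 (tetherin), at least 8.07-fold, RSAD2 (viperin), at least 5.90-fold, and PAGE4, a cancer-testis antigen, at least 4.77-fold. ANKRD36 was 5.38-fold lower after DAC, the chemokine CCL3 4.85-fold, the transporter SLCO4C1 4.50-fold, PLEKHA8 4.08-fold, PFKFB4, an enzyme that regulates glycolysis, 3.63-fold and the nuclear noncoding RNA MALAT1 3.26-fold. In all, 345 of 12714 measured genes were at least 2-fold higher and 182 were at least 2-fold lower. Of the higher genes, 21 lay under background with DMSO, and 8 of the lower genes lay under it with DAC, among them HOOK1, at least 3.06-fold lower. With a background level at the 99th percentile of the olfactory receptors, 121 genes were at least 2-fold lower, and thresholds of 1.5-fold and 3-fold gave 1227 and 68 higher and 1163 and 17 lower genes. When any probe set of a gene could count, an alternative added after seeing the data, the balance turned, with 502 higher and 694 lower without a background filter, and 436 higher and 563 lower among probe sets above background.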

The GEM analysis of SKM-1 cell showed 1,303 differentially expressed genes compared with the results of the control: 541 were upregulated, while 762 genes were downregulated. The overlap among the 2 cell lines contained 256 genes. Among them, 89 genes were upregulated together and 167 genes were downregulated together.

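Interferon response genes made up 11 of the 46 genes that were at least 2-fold higher after DAC in both cell lines, inflammatory cytokines and alarmins 6, and histones 4. Of the 19 genes at least 2-fold lower in both, 2 are on the cholesterol synthesis list. These are HMGCS1, an enzyme of that pathway, and SCD, a fatty acid desaturase that is not. Of 40 DNA replication genes, 0 were 2-fold lower in both by the probe set that represents each gene. Another probe set of MCM6, which is on that list, had log2 fold changes of -2.38 in MDS-L and -1.10 in SKM-1. Among the 11984 genes measured in both cell lines, 329 in MDS-L and 325 in SKM-1 were at least 2-fold higher, so that lists drawn independently would share 8.92 genes. At least 2-fold lower were 389 and 154, for which independent lists would share 5.00. In opposite directions, 8 genes were higher in MDS-L and lower in SKM-1, where independent lists would share 4.23, and 4 were lower in MDS-L and higher in SKM-1, where they would share 10.5. The log2 fold changes of the cell lines were correlated with Pearson's r of 0.301 and Spearman's rho of 0.331 across genes, which are not independent replicates. With the cell lines as the only replication, limma tested an effect of DAC common to both, with cell line as a block and 1 residual degree of freedom. At an adjusted p under 0.05, 0 of 11984 genes passed, as at 0.15. The lowest adjusted p was 0.357, and it ran from 0.144 to 1 over the alternative settings. At an unadjusted p under 0.05, 1429 genes passed, 730 higher and 699 lower, where 5% of the genes are 599.2. This balance depended on scaling, with 879 higher and 472 lower after quantile normalization, and 570 higher and 925 lower with fold changes centred on the median. In simulated data, this test recovered 6 of 100 genes with a log2 change of 1 and 95 of 100 with a log2 change of 3 among 11984 genes, and called 2 unchanged genes. Each simulated change was equal in both cell lines. On the real arrays, limma gave IFIT1 a common log2 fold change of 3.38 with an adjusted p of 0.413. The simulated recovery therefore does not carry over to these arrays.

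**Figure D1:**
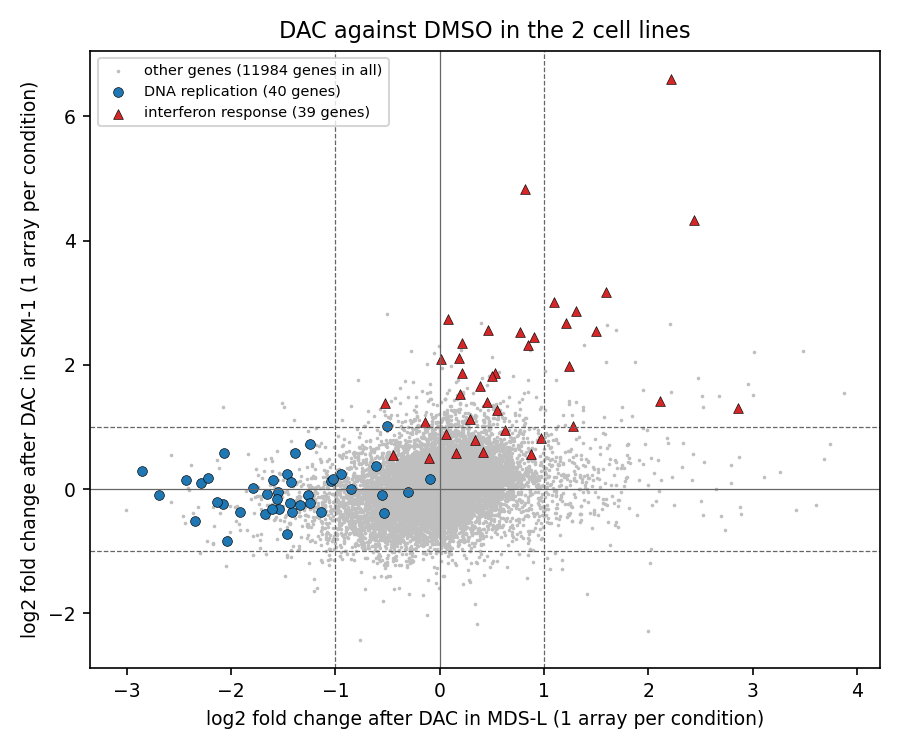
Log2 fold change after DAC in MDS-L (horizontal axis) against that in SKM-1 (vertical axis), with 1 point for each of 11984 genes and 1 array per condition. Triangles mark 39 interferon response genes, which lie mostly above 0 on both axes, circles mark 40 DNA replication genes, which all lie below 0 in MDS-L and on either side of 0 in SKM-1, and dashed lines mark 2-fold.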

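LY96, the protein that binds lipopolysaccharide together with TLR4, was 4.61-fold higher after DAC in MDS-L and 6.32-fold higher in SKM-1. FCGR2B, an inhibitory Fc receptor, was 5.56-fold and 3.46-fold higher, the calcium-binding protein S100P 3.67-fold and 4.13-fold, and CYP1A1, a cytochrome P450 enzyme, 5.72-fold and 2.82-fold. The cation channel TRPM4 was 4.65-fold and 2.97-fold higher, and the chemokine CCL2 3.02-fold and 4.14-fold. Among genes lower in both cell lines, KNTC1, a protein of the kinetochore checkpoint, was 4.14-fold lower in MDS-L and 2.37-fold lower in SKM-1. UNG, which removes uracil from DNA, was 4.91-fold and 2.05-fold lower, and the DNA helicase BLM 2.68-fold and 2.15-fold. SCD, the stearoyl-CoA desaturase, was 2.26-fold and 3.02-fold lower, the glycosyltransferase GCNT1 2.31-fold and 2.74-fold, and RRN3, an initiation factor of RNA polymerase I, 2.38-fold and 2.28-fold. For LY96, limma gave a common log2 fold change of 2.43 (standard error 0.24, adjusted p = 0.357 over all genes), and for KNTC1 it gave -1.65 (standard error 0.28, adjusted p = 0.413). The genes named in this paragraph are among the 15 largest differences shared by both cell lines in each direction. Their same direction in 2 of 2 cell lines was thus set by that choice and is no replication, and the choice favors large common estimates. Thresholds of 1.5-fold and 3-fold gave 197 and 13 genes higher in both cell lines and 261 and 0 lower in both, a background level at the 99th percentile gave 28 and 12, quantile normalization 52 and 12, fold changes centred on the median 40 and 26, and the median over probe sets 38 and 32. The lower genes outnumbered the higher ones at 1.5-fold and when any probe set of a gene could count, an alternative added after seeing the data, with 78 higher and 146 lower without a background filter, and 56 higher and 109 lower among probe sets above background.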

### GO Terms and Pathways Enriched by DEGs

The GO analysis revealed that MDS cell line DEGs are involved in the process of immune-related response. 

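Inflammatory cytokines and alarmins, which attract and activate leukocytes, were mostly higher after DAC in MDS-L, with 18 of 23 measured members at least 2-fold higher and 0 at least 2-fold lower. IL1RN, the antagonist of the IL-1 receptor, was 4.52-fold higher in MDS-L and at least 1.78-fold higher in SKM-1. The chemokine CCL1 was 3.36-fold and 2.49-fold higher, and CCL8 at least 2.61-fold and at least 4.97-fold. CXCL11, a chemokine that interferon induces, was at least 5.08-fold higher in MDS-L and under background in SKM-1. In SKM-1, 7 of 18 measured members were at least 2-fold higher and 2 were at least 2-fold lower, CCL3 and the prostaglandin synthase PTGS2, the latter named after its value was seen, with a log2 fold change of -1.29. The median log2 fold change of these members was 1.51 in MDS-L and 0.49 in SKM-1, at percentiles 100 and 99.99 of 10000 random gene lists matched in size and mean expression, which describes these arrays only. Antigen presentation genes, which load peptides onto HLA molecules, had medians of 0.03 in MDS-L (-0.01 with fold changes centred on the median) and 0.45 in SKM-1, with 0 of 24 and 1 of 23 members at least 2-fold higher. That member was TAP1, a peptide transporter, at 2.51-fold, and HLA-F was 1.71-fold higher in MDS-L and 1.88-fold higher in SKM-1, whereas PSMB8, a subunit of the immunoproteasome, was 1.74-fold lower in MDS-L and 1.13-fold higher in SKM-1. Among immune checkpoint genes, 3 of 12 in MDS-L and 2 of 8 in SKM-1 were at least 2-fold higher, with TNFRSF9 at 2.45-fold and IDO1 at least 3.13-fold in MDS-L, and CD86 at least 3.53-fold and LGALS9 2.25-fold in SKM-1. In the limma test of an effect common to both cell lines, 0 genes passed over all genes, and 8 of 18 inflammatory, 0 of 23 antigen presentation and 0 of 8 checkpoint genes passed when adjusted over the list alone.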

Biological process (BP) was mainly enriched in defense response to virus, immune response, inflammatory response, intrinsic apoptotic signaling pathway in response to DNA damage, and positive regulation of inflammatory response (Figure 1A). 

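Interferon response genes, which restrict viral replication, were mostly higher after DAC, with 35 of 39 measured members above 0 in MDS-L and 42 of 42 in SKM-1. At least 2-fold higher were 11 in MDS-L and 31 in SKM-1, and 0 were at least 2-fold lower in either. ISG15, a ubiquitin-like modifier, went from 9.97 to 11.47 (log2) in MDS-L and from 11.74 to 14.29 in SKM-1. IFIT2 was 2.31-fold and 6.38-fold higher, the exonuclease ISG20 7.27-fold and 2.48-fold, and IFITM3, which blocks viral entry, 4.32-fold and 2.67-fold. IRF9, a subunit of the transcription factor that type I interferon activates, was 2.43-fold and 2.02-fold higher. The median of these members was a log2 fold change of 0.53 in MDS-L and 1.74 in SKM-1, each at percentile 100 of the matched random lists. Target genes of p53, the transcription factor that DNA damage activates, had medians of 0.09 and 0.06, with 4 of 28 members at least 2-fold higher in MDS-L, and 1 higher and 1 lower of 28 in SKM-1. The median in SKM-1 was -0.04 with each array's median as background. CDKN1A, an inhibitor of cyclin-dependent kinases, was 1.95-fold and 1.76-fold higher, and SFN (14-3-3 sigma) 1.70-fold and 2.44-fold. ZMAT3 was 2.23-fold higher in MDS-L, and its 2 probe sets went opposite ways in SKM-1. The death receptor TNFRSF10B was 2.21-fold higher in MDS-L and 1.39-fold lower in SKM-1. Among the BCL2 family and death receptors, medians were 0.27 and 0.11, with BCL2A1, which protects from apoptosis, 1.82-fold and 4.69-fold higher. BMF, a proapoptotic member, was 2.47-fold higher in MDS-L and 1.30-fold higher in SKM-1, where 2 of its 3 probe sets above background were lower. By limma, 0 of these genes passed over all genes, and 22 of 39 interferon, 0 of 28 p53 target and 0 of 22 BCL2 family and death receptor genes passed when adjusted over the list alone.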

For cellular component (CC), enrichment of DEGs was mainly enriched inside the chromosome, chromosomal part, and nuclear chromosome (Figure 1B). 

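DNA replication genes were lower after DAC in MDS-L, where 32 of 40 measured members were at least 2-fold lower and all 40 lay below 0. RRM2, a subunit of ribonucleotide reductase, went from 10.43 to 7.58 (log2) in MDS-L, a 7.25-fold lower value, and was 1.23-fold higher in SKM-1. POLE2, a subunit of DNA polymerase epsilon, was 6.45-fold lower in MDS-L and 1.06-fold lower in SKM-1, and thymidylate synthase TYMS was 5.39-fold lower in MDS-L, with its 2 probe sets going opposite ways in SKM-1. MCM6, a subunit of the replicative helicase, was 4.12-fold and 1.79-fold lower. In SKM-1, 18 of 40 members lay above 0 and 22 below, with 1 at least 2-fold higher and 0 lower. That member was POLD1, a subunit of DNA polymerase delta, 2.02-fold higher in SKM-1 and 1.42-fold lower in MDS-L, and thymidine kinase TK1 was 1.66-fold higher and 2.37-fold lower. The median log2 fold change of these members was -1.46 in MDS-L and -0.06 in SKM-1 (0.01 after quantile normalization), at percentiles 0 and 36.8 of the matched random lists. Mitosis genes had medians of -1.14 in MDS-L and -0.08 in SKM-1, at percentiles 0 and 35.2, with 26 of 37 members at least 2-fold lower in MDS-L, and 1 higher and 1 lower in SKM-1. BUB1B, a kinase of the spindle checkpoint, was 4.48-fold lower in MDS-L and 1.51-fold lower in SKM-1, and BIRC5 (survivin) 3.42-fold and 1.09-fold lower. Of 17 histone genes, 11 were above 0 in MDS-L and 15 in SKM-1, with 5 and 6 at least 2-fold higher and medians of 0.54 and 0.74. H2BC8 was 2.59-fold and 2.50-fold higher, H2BC12 2.47-fold and 2.64-fold, and H2AC8 2.97-fold and 2.24-fold. In the limma test, 0 genes passed over all genes, and 0 of 40 replication, 0 of 37 mitosis and 8 of 17 histone genes passed when adjusted over the list alone. The difference between the cell lines was not tested, since each has 1 array per condition.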

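Transcription factors went in different directions after DAC. KLF2, a zinc finger factor that keeps lymphocytes quiescent, was 2.05-fold higher in MDS-L and 1.70-fold higher in SKM-1. IRF7, which drives transcription of type I interferon genes, was 1.71-fold and 5.77-fold higher. BCL6, a transcriptional repressor, was 3.14-fold higher in MDS-L and 1.08-fold lower in SKM-1, where 2 of 4 probe sets above background were higher. MYB, a factor of hematopoietic progenitors, was 2.25-fold and 1.69-fold lower. SMAD2 and SMAD3, which form complexes after TGF-β signals, were 1.06-fold and 1.23-fold lower in MDS-L and 1.33-fold and 1.45-fold lower in SKM-1. For SMAD3 in SKM-1, 3 of 5 probe sets above background were lower and 2 were higher. By limma, MYB had a common log2 fold change of -0.96 (standard error 0.22, adjusted p = 0.413) and KLF2 of 0.90 (standard error 0.21, adjusted p = 0.413), so that neither passed over all genes, with the same direction in 2 of 2 cell lines. No gene list for transcription factor binding or dimerization was fixed, and these genes are single values.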

For molecular function (MF), enrichment of DEGs was primarily in transcription factor binding, identical protein binding, and protein dimerization binding (Figure 1C). 

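Inhibitors of cyclin-dependent kinases and D cyclins, which hold and drive the G1 phase, had a median log2 fold change of 0.72 in MDS-L and 0.52 in SKM-1 after DAC. CDKN1C (p57) went from 10.37 to 12.15 (log2) in MDS-L, 3.44-fold higher, and was 1.13-fold higher in SKM-1, where 1 of 3 probe sets was lower. CDKN2A was 1.82-fold and 1.44-fold higher, and CDKN2D 1.49-fold and 1.47-fold. At least 2-fold higher were 2 of 8 measured members in MDS-L, CDKN1C and cyclin D1 (CCND1), the latter at 2.21-fold. In SKM-1 it was 0 of 7, and 0 were 2-fold lower in either cell line. The median thus pools genes that hold G1 with genes that drive it. Megakaryocyte and platelet markers had a median of 0.82 in MDS-L, with 6 of 14 members at least 2-fold higher, among them the platelet chemokine PPBP at 4.40-fold and THBS1 (thrombospondin) at 4.54-fold. In SKM-1 their median was -0.07 (0.00 after quantile normalization), and 0 of 7 were 2-fold higher. T and NK cell markers had medians of 0.61 and 0.07, with 4 of 16 and 0 of 11 members at least 2-fold higher, and the kinase LCK was 6.00-fold higher in MDS-L and under background in SKM-1. B cell markers had medians of 0.42 and 0.46, with 1 of 8 and 0 of 7 at least 2-fold higher. Erythroid markers had medians of 0.36 and 0.44. The embryonic globin HBE1 was 3.46-fold higher in MDS-L and at least 1.64-fold higher in SKM-1, and the transferrin receptor TFRC was 1.48-fold and 2.11-fold lower. Stem and progenitor cell markers had medians of -0.24 and -0.18, with CD34 1.79-fold lower in MDS-L and 1.01-fold higher in SKM-1. By limma, 0 genes passed over all genes. Adjusted over the list alone, 0 of 7 cell cycle regulators, 2 of 7 megakaryocyte, 1 of 9 T and NK cell, 0 of 7 B cell, 6 of 9 erythroid and 1 of 6 stem and progenitor cell genes passed. The erythroid genes that passed include TFRC, which was lower. In MDS-L and SKM-1, matched random lists had medians of 0.06 and 0.07 for megakaryocyte and 0.17 and 0.14 for T and NK cell markers. For B cell markers these were 0.05 and 0.13, for erythroid 0.13 and 0.13, and for stem and progenitor cell markers 0.01 and 0.05. The values describe the RNA of each sample as a whole.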

KEGG pathway analysis showed that DEGs enrichment occurred principally in the FOXO signaling pathway, Epstein-Barr virus infection, cellular senescence, cell cycle, and hematopoietic cell lineage (Figure 1D). 

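Monocyte and macrophage markers were mostly higher after DAC, with 7 of 15 measured members at least 2-fold higher in MDS-L and 2 of 10 in SKM-1, and medians of 0.91 and 0.77 (log2 fold change). The 2 in SKM-1 were S100A8 and S100A9, which are also on the list of inflammatory cytokines and alarmins. CLEC7A, a receptor for fungal glucans, was 2.96-fold higher in MDS-L and the chemokine receptor CX3CR1 2.73-fold, and both lay under background in SKM-1. LYZ (lysozyme) was 1.96-fold higher in SKM-1 and 1.55-fold higher in MDS-L, where 1 of 2 probe sets was lower. Among granulocyte markers, 3 of 12 in MDS-L and 2 of 14 in SKM-1 were at least 2-fold higher, with medians of 0.51 and 0.08. The gelatinase MMP9 went from 10.03 to 12.71 (log2) in MDS-L and from 7.27 to 8.77 in SKM-1, and the ribonuclease RNASE2 was 2.29-fold and 2.05-fold higher. Toll-like receptor signaling genes, which detect microbial products, had medians of 0.29 and 0.16, at percentiles 99.8 and 90.6 of the matched random lists, with 3 of 26 and 2 of 23 members at least 2-fold higher and 0 lower. MYD88, the adaptor of most Toll-like receptors, was 1.30-fold and 1.74-fold higher. The median of the Toll-like receptor genes in MDS-L was 0.15 when each gene was the median over its probe sets. By limma, 0 genes passed over all genes, and 5 of 10 monocyte, 2 of 11 granulocyte and 1 of 23 Toll-like receptor genes passed when adjusted over the list alone. Mast cell and basophil markers had medians of 0.11 and 0.20, and IL1RL1, the receptor of IL-33, was 2.96-fold lower in MDS-L.

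**Figure D2:**
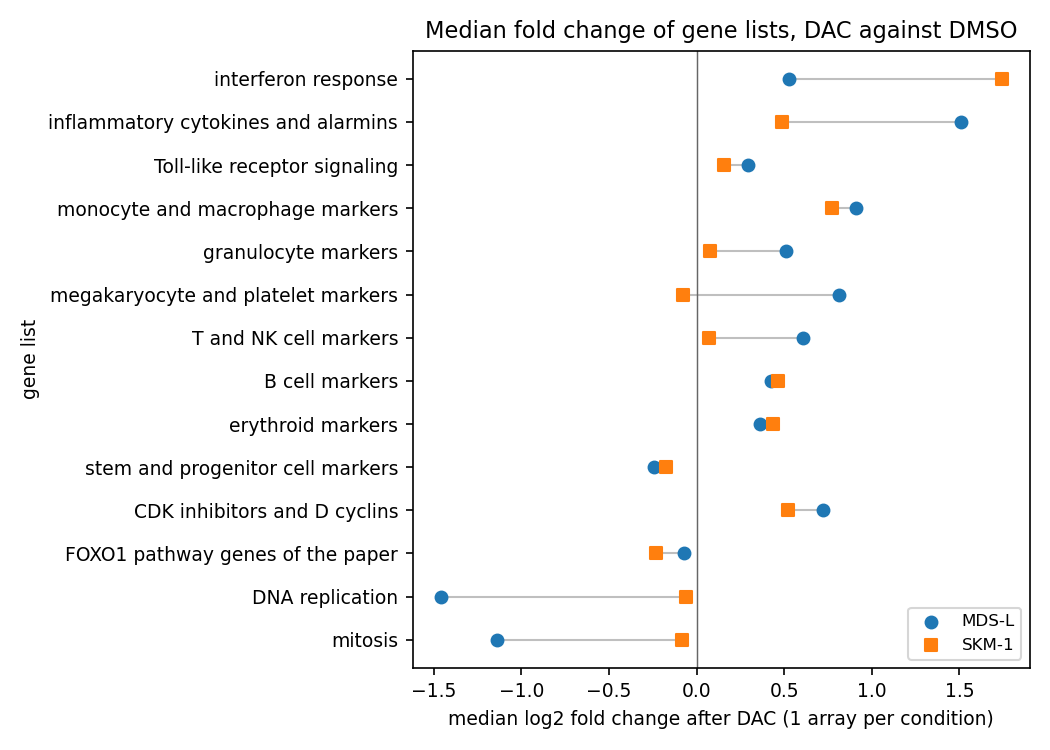
Median log2 fold change after DAC (horizontal axis) of 14 gene lists (vertical axis) in MDS-L (circles) and SKM-1 (squares), from 1 array per condition. The interferon list lies farther right in SKM-1, while the DNA replication and mitosis lists lie far left in MDS-L and near 0 in SKM-1, where the DNA replication median is above 0 after quantile normalization.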

Overall, there were significantly altered transcripts participating in the FOXO signaling pathway, cell cycle, Toll-like receptor signaling pathway, hematopoietic cell differentiation, inflammatory response, and p53 signaling pathway (Figure 1E).

**FIGURE 1:**
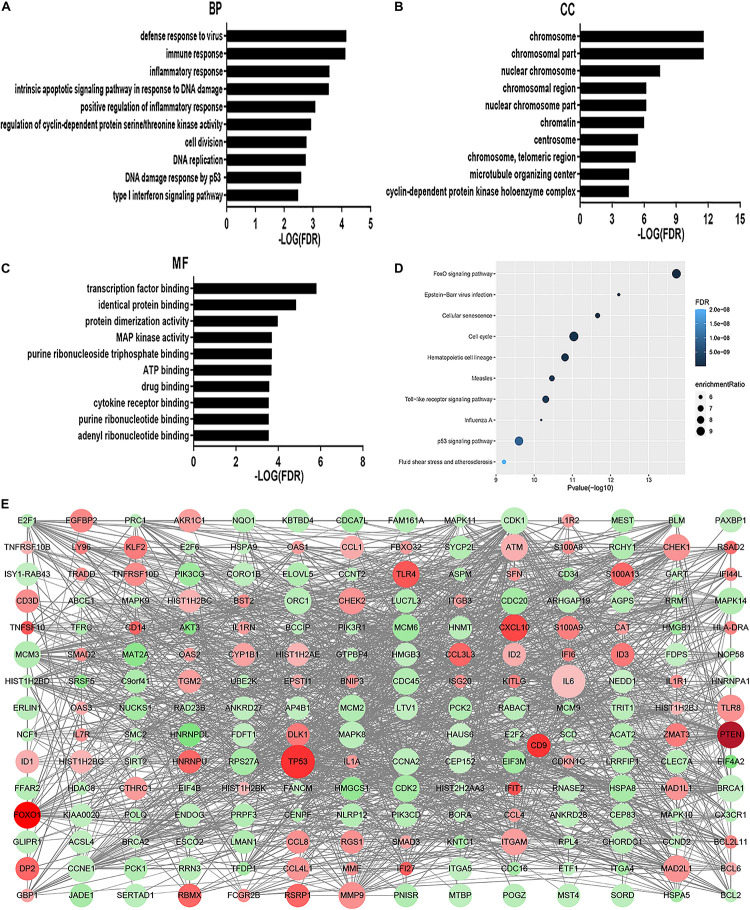
GO analysis and KEGG analysis. Results of BP **(A)**, CC **(B)**, and MF **(C)** in GO analysis revealed the relationship between hub genes and functional pathways. Top 10 pathway enrichment was shown by bubble chart **(D)** in KEGG analysis. The FDR < 0.05 was considered as significance. BP, biological process; CC, cellular component; MF, molecular function; KEGG, Kyoto Encyclopedia of Genes and Genomes. DEGs PPI network was constructed containing 256 DEGs based on the STRING online database (89 upregulated DEGs labeled in red and 167 downregulated DEGs labeled in green). The size of dots represents the node degree **(E)**.

### Functional Network of DAC-Induced Transcripts

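FOXO1, a forkhead transcription factor, went from 7.37 with DMSO to 8.32 with DAC (log2) in MDS-L, 1.94-fold higher, and from 7.38 to 6.94 in SKM-1, 1.35-fold lower. All of its 2 probe sets above background went the same way in each cell line. TLR4, the receptor for lipopolysaccharide, was near background in MDS-L, going from 5.22 to 5.62, and went from 9.08 to 8.20 in SKM-1, 1.84-fold lower, with 3 of 3 probe sets lower. S100A8 and S100A9, which together form the alarmin calprotectin, were 3.03-fold and 3.33-fold higher in MDS-L and 6.27-fold and 2.15-fold higher in SKM-1. CXCL10, a chemokine that interferon induces, lay under background with DMSO and reached 7.86 in MDS-L, at least 8.07-fold higher, and 7.09 in SKM-1, at least 4.62-fold higher. CD14, a co-receptor for lipopolysaccharide, went from 6.59 to 7.61 in MDS-L, and TLR8, a receptor for single-stranded RNA, was at least 2.21-fold higher there, while both lay under background in SKM-1 on both arrays. In MDS-L, 5 of 7 measured hub genes were at least 2-fold higher, and in SKM-1 3 of 5. With limma, S100A8 had a common log2 fold change of 2.12 (standard error 0.31, adjusted p = 0.413), and FOXO1 of 0.26 (standard error 0.37, adjusted p = 0.744). Over all genes 0 hub genes passed, and 3 of 5 passed when adjusted over the list alone, which is not independent evidence, since the study chose these genes on these arrays. The difference between the cell lines in FOXO1 and TLR4 has no replicate check.

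**Figure D3:**
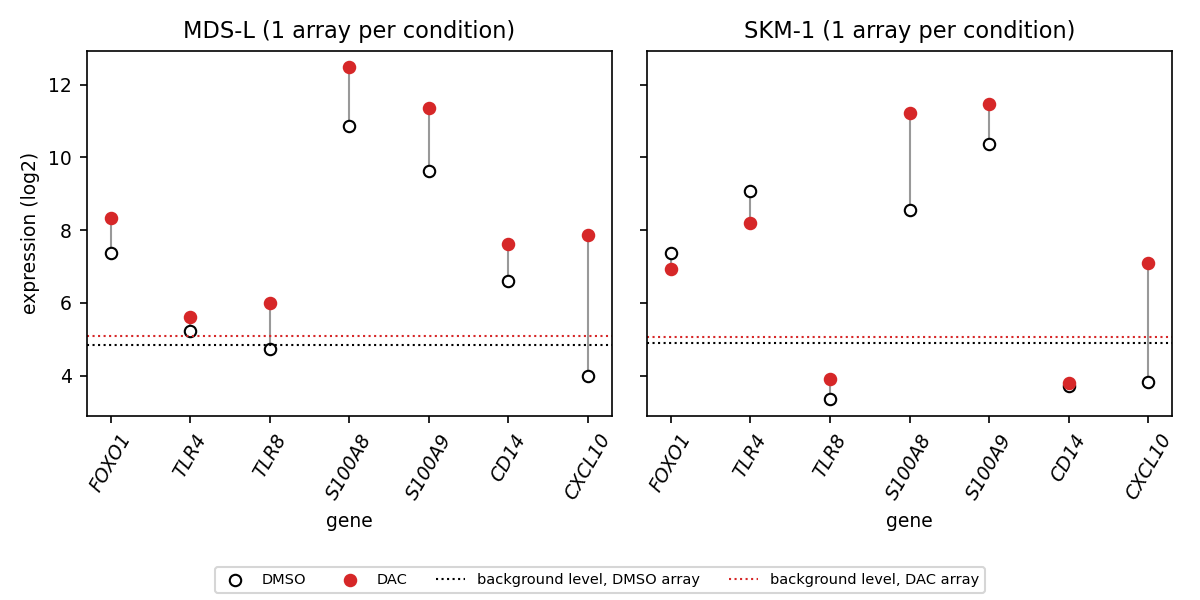
Expression (log2) of 7 hub genes (horizontal axis) in MDS-L and SKM-1, with open circles for DMSO, filled circles for DAC, 1 array each, and dotted lines for the background level of each array. FOXO1 and TLR4 are higher with DAC in MDS-L and lower in SKM-1, whereas S100A8, S100A9 and CXCL10 are higher in both.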

The subnetwork enrichment analysis of DAC induced immune related transcripts in MDS cell lines identified TP53, FOXO1, TLR4, TLR8, S100A8, S100A9, CD14, and CXCL10 as highly interconnected genes, and are likely to be the potential hubs of the immunity functional network (Figure 2). The FOXO1 signaling pathway containing genes AKT3, ATM, BCL2L11, BCL6, BNIP3, CAT, CCND2, CDK2, FBXO32, FOXO1, HOMER1, IL6, IL7R, KLF2, MAPK11, MAPK14, MAPK8, MAPK9, PCK1, PCK2, PIK3CD, PIK3CG, PIK3R1, PTEN, SMAD2, SMAD3, and TNFSF10 are biologically linked to numerous signal pathways, including cell apoptosis, cell cycle, cell differentiation, and immune system. 

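Within the pathway, FBXO32, a ubiquitin ligase that FOXO factors induce in muscle, was 4.28-fold higher after DAC in MDS-L and 1.38-fold higher in SKM-1. IL6, an inflammatory cytokine, went from 6.01 to 8.54 (log2) in MDS-L and lay under background in SKM-1. PIK3CG, a catalytic subunit of phosphoinositide 3-kinase, was 1.90-fold and 1.09-fold higher, and PCK2, a mitochondrial enzyme of gluconeogenesis, 1.39-fold and 1.82-fold. Catalase (CAT) was 1.71-fold lower in MDS-L and 1.47-fold lower in SKM-1, and CDK2, the kinase of the G1 to S transition, 1.83-fold and 1.26-fold lower. ATM, a kinase of the DNA damage response, was 1.28-fold higher in MDS-L and 2.29-fold lower in SKM-1, with 1 of 4 probe sets above background going the other way in each cell line. Cyclin D2 (CCND2) was 1.28-fold higher in MDS-L and 1.64-fold lower in SKM-1. BNIP3, a mitochondrial protein of cell death and mitophagy, was 1.08-fold and 2.75-fold lower. BCL2L11, which encodes the proapoptotic protein Bim, was 1.16-fold and 1.12-fold lower, with 9 of 11 probe sets above background lower in MDS-L and 7 of 9 in SKM-1. TNFSF10, a death ligand, was 1.24-fold lower in MDS-L and 1.51-fold higher in SKM-1. MAPK8 was 1.51-fold and 1.18-fold lower, and MAPK11 1.19-fold lower and 2.13-fold higher. PIK3R1, PIK3CD and MAPK9 differed by less than 2-fold in each cell line, and the probe sets of each went both ways in 1 cell line. In MDS-L, 1 of 2 probe sets above background was higher for BNIP3 and for MAPK11. IL7R was at least 1.68-fold higher in MDS-L, HOMER1 was 1.11-fold lower in SKM-1, and PCK1 lay under background in both. Of the pathway's genes, 4 of 22 measured in MDS-L were at least 2-fold higher and 0 lower, and in SKM-1 1 of 21 was higher and 2 were lower. The medians were -0.07 in MDS-L (0.04 after quantile normalization) and -0.23 in SKM-1, at percentiles 35.7 and 3.86 of the matched random lists. By limma, 0 of 20 genes passed over all genes or when adjusted over the list alone, which is not independent evidence, since the study chose these genes on these arrays.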

In this study, we concentrated especially on the effect of FOXO1 on biological characteristics in MDS.

**FIGURE 2:**
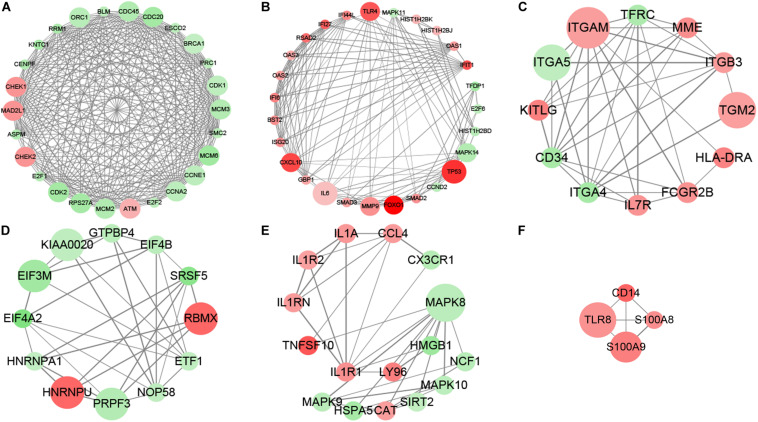
MCODE analysis. MCODE analysis based on the degree of importance, and six main subnetworks were displayed. Upregulated genes are marked in red; downregulated genes are marked in green. The size of dots represents the node degree. **(A–F)** Showed the six main subnetworks using MCODE analysis.

### DAC Induces Apoptosis in MDS-L Cells

As DAC exposure time expanded, the percentages of apoptotic cells increased significantly (Figure 3A). Annexin-V-FITC/PI double labeling confirmed the rate of apoptosis. The labeling showed a gradual increase in apoptosis on days 3rd and 5th day, confirming that with the increase in early apoptotic cells is the most significant rate (Figure 3B).

**FIGURE 3:**
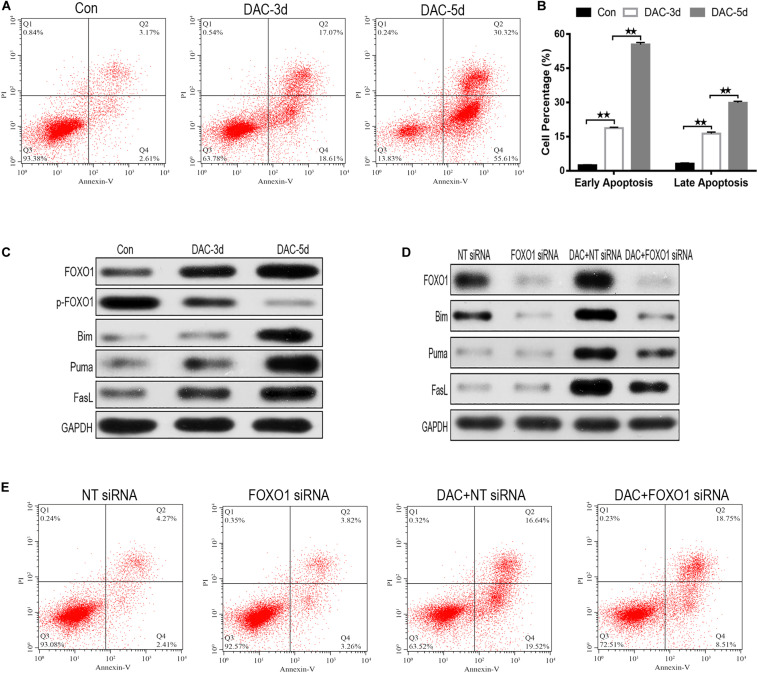
Decitabine (DAC) induces apoptosis in MDS-L cells. Annexin-V-FITC/PI assay showed that apoptosis occurred in MDS-L cells with DAC prolonged exposure time **(A)**. FCM assay detected that DAC treatment could induce both early and late apoptosis in MDS-L cell **(B)**. Western blot found that FOXO1, Bim, Puma, and FasL in MDS-L cells increased with p-FOXO1 protein decreasing after DAC treatment **(C)**. FOXO1 silencing had no obviously influence on Puma and FasL, but decreased the expression of Bim that was observed following DAC treatment **(D)**. MDS-L cell early apoptosis was partly inhibited after FOXO1 silencing and could not be significantly induced by subsequent DAC treatment **(E)**. **Student’s *t*-test *P* < 0.01.

In the absence of DAC, the expression of activated FOXO1 was very low in MDS-L cells, but after the initiation of treatment on days 3 and 5, the expression of activated FOXO1 gradually increased, rather than the non-activated phosphorylated form (p-FOXO1). The expression of p-FOXO1 gradually decreased, indicating that FOXO1 mainly exists in an inactive form in MDS-L cells. With the prolonged action of the drug, DAC can induce FOXO1 activation in MDS-L cells (Figure 3C). The expression of target protein downstream of apoptosis-related FOXO1 was also detected. As shown in Figure 3C, measurable expression of apoptosis-related proteins Bim, Puma, and FasL was observed in untreated MDS-L cells. After DAC treatment, Bim, Puma, and FasL protein expression increased significantly with the increase of exposure time to drug (Figure 3C).

To investigate the role of FOXO1 in DAC-induced MDS-L cell apoptosis, we suppressed FOXO1 expression by targeting siRNA before DAC treatment. Western blot displayed that siRNA targeting FOXO1 decreased FOXO1 expression approximately 72% compared to negative control siRNA. After DAC treatment, FOXO1 expression increased obviously in negative control siRNA-treated MDS-L cells. In contrast, the expression of FOXO1 showed no significant increase when cells were treated with FOXO1-targeted siRNAs (Figure 3D). These data confirm that FOXO1 expression is inhibited by siRNA. We also observed that silencing FOXO1 expression helped to suppress Bim expression after DAC treatment, but not the expression of Puma and FasL protein, suggesting that the presence and activation of FOXO1 plays a crucial role in the activation of Bim (Figure 3D).

After knockdown of FOXO1, apoptosis assay indicated that silenced FOXO1 did not significantly affect the later apoptosis of MDS-L cells, but significantly decreased early apoptosis of MDS-L cells, suggesting that FOXO 1 activation is involved mostly in the early stages of DAC-induced apoptosis (Figure 3E).

### DAC Induces Cell Cycle Arrest in MDS-L Cells

After DAC treatment, the ratio of cells in S phase decreased significantly, while the proportion of cells in G0/G1 phase increased, indicating that cell cycle arrest was induced by G0/G1 blockade (Figures 4A,B). The influence of DAC treatment on cell cycle gene expression was also observed. CDKN1A, CDKN1B, CCND1, and CCND2 are downstream genes targeted by FOXO1 and are disordered in a multiple of tumors. As shown in Figure 4C, the expression of CDKN1A and CDKN1B was scarce in untreated MDS-L cells, but after DAC treatment, the expression of CDKN1A and CDKN1B was upregulated with drug maintenance application. Conversely, a significant decrease in CCND1 and CCND2 expression was observed in the presence of DAC (Figure 4C).

**FIGURE 4:**
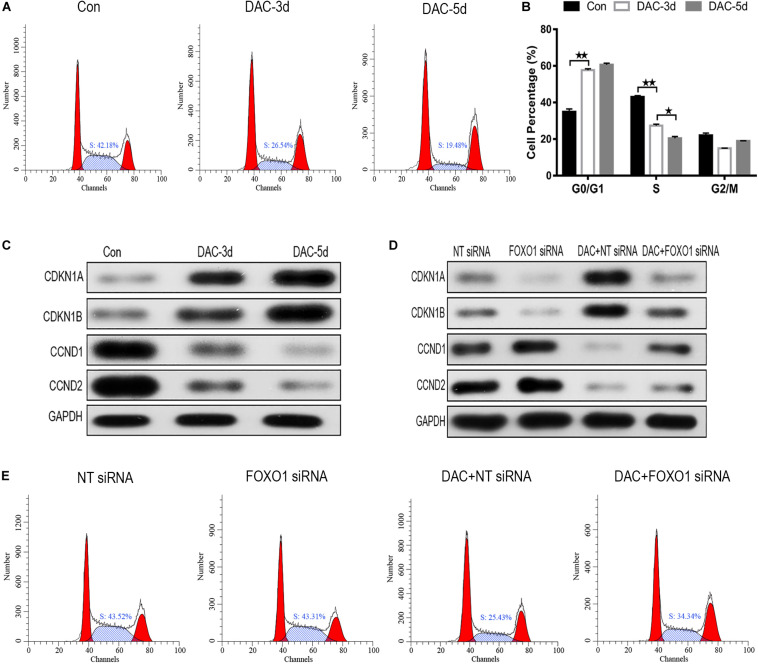
Decitabine induces cell cycle arrest in MDS-L cells. Annexin-V-FITC/PI assay showed that DAC treatment could decrease cells in S phase and arrest MDS-L cells in G0/G1 and G2/M phases **(A,B)**. Western blot found that CDKN1A and CDKN1B in MDS-L cells increased with CCND1 and CCND2 protein decreasing after DAC treatment **(C)**. FOXO1 silencing had no obviously influence on CDKN1B and CCND1, but decreased the expression of CDKN1A and CCND2 that was observed following DAC treatment **(D)**. DAC-induced reduction of MDS-L cells in the S phase was significantly attenuated after silencing FOXO1 **(E)**. **Student’s *t*-test *P* < 0.01 and *P < 0.05.

Then, we studied the effect of silent FOXO1 on CDKN1A, CDKN1B, CCND1, and CCND2. Compared with control siRNA, silencing FOXO1 had significant effects on the cell cycle. The expression of FOXO1 downstream targets CDKN1A and CCND1 were obviously affected, whereas silencing FOXO1 had no significant effect on CDKN1B and CCND2 (Figure 4D). In the presence of FOXO1 silencing, DAC showed no obviously ability to regulate either CDKN1B and CCND2 protein expression, indicating FOXO1 has a regulatory effect to CDKN1A and CCND1 (Figure 4D). The increase in the proportion of S phase cells in MDS-L following knockdown of FOXO1 was not totally reversed by subsequent DAC treatment, suggesting that FOXO1 activation plays an indispensable role in DAC-induced cell cycle arrest (Figure 4E).

### FOXO1 Contributes to DAC-Induced MDS-L Cell Differentiation

MDS-L cells were positive for CD34, c-Kit, HLA-DR, CD13, and CD33, and partially positive for CD41 and negative for CD3, CD14, CD20, and CD235a (Tohyama et al., 1994). The expression levels of myeloid cell antigen CD13, T lymphocyte cell marker CD3, monocyte differentiation marker CD14, B lymphocyte differentiation marker CD20, and erythroid cell differentiation marker CD235a on the surface of DAC treated MDS-L cells were detected. The expression levels of CD3, CD14, and CD20 on the surface of MDS-L cells increased after DAC treatment, accompanied by antigen changes, with CD13 showing a significant decrease after treatment, while the expression of CD235a showed no obvious change during DAC treatment. As DAC action time was prolonged, the expression levels of CD3, CD14, and CD20 continued to increase in a time-dependent manner (Figures 5A,B).

**FIGURE 5:**
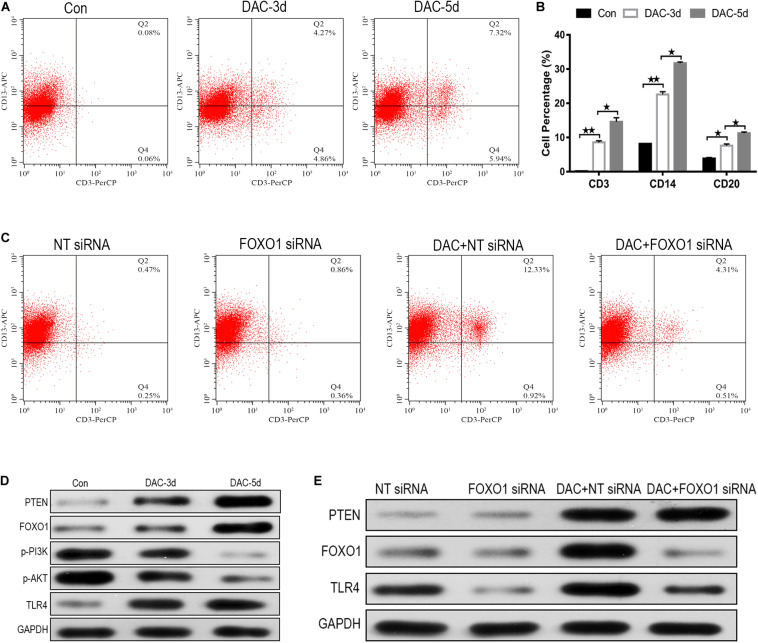
FOXO1 contributes to DAC-induced MDS-L cell differentiation. CD3 expression on CD13 was significantly induced in MDS-L cells treated with DAC for different action times **(A)**. The percentage of CD13 expressing CD3, CD14, and CD20 antigen increased following DAC treatment **(B)**. Surface CD3 and CD13 expression had clearly no change between FOXO1 siRNA and negative control siRNA in MDS-L cells, while surface CD3 expression was impaired in FOXO1 siRNA compared with negative control siRNA in DAC-treated MDS-L cells **(C)**. Western blot showed that PTEN, FOXO1, and TLR4 in MDS-L cells increased with p-PI3K and p-AKT protein decreasing after DAC treatment **(D)**. FOXO1 silencing had no obviously influence on PTEN, but decreased the expression of TLR4 that was observed following DAC treatment **(E)**. **Student’s *t*-test *P* < 0.01 and *P < 0.05.

No significant difference in cell differentiation antigen expression was observed between MDS-L cells in which FOXO1 was the silenced and non-silenced control. However, when FOXO1 siRNA-MDS-L cells were treated with DAC, the observed increase in CD3-positive cells were significantly reduced compared to cells bearing negative control siRNA (Figure 5C), indicating that silencing FOXO1 before DAC treatment weakens, but does not eliminate the differentiation of DAC-induced MDS-L cells into antigen molecules. Therefore, the above studies indicate that FOXO1 activation contributes to DAC-induced MDS cell differentiation.

### FOXO1 Contributes to DAC-Mediated TLR-4 Augment in MDS-L Cells

The PTEN/PI3K/AKT/FOXO1 signaling pathway is a major signaling pathway involved in cell proliferation, apoptosis, metastasis, and immunoregulation, and its cascade reaction pathway occupies an important position in the signal transduction process (Jiang et al., 2018). In this study, the protein expression of PTEN, FOXO1, p-PI3K, p-AKT, and TLR-4 was also detected employing western blot. The results showed that the protein expression of PTEN, FOXO1, and TLR-4 increased after DAC treatment, accompanied by significant decreases in p-PI3K, and p-AKT (Figure 5D). Compared with the negative control group, FOXO1 siRNA-MDS-L cells treated with DAC, the expression of PTEN showed significant upregulation, but the expression of FOXO1 and TLR-4 showed a significant decrease (Figure 5E). Thus, DAC induces PTEN, which in turn activates FOXO1 signaling, leading to the activation TLR4-driven innate immune response.

### FOXO1 Contributes to DAC-Mediated Immune Activation in MDS Patients

Because MDS-L lacks innate and adaptive immune cells, MDS patient specimens were used to verify the effect of FOXO1 on innate and adaptive immunity *in vivo*. The transcriptional profiling of 84 genes involving innate and adaptive immune processes were evaluated after 4 courses DAC treatment in 3 matched MDS patients (*n* = 3) (Supplementary Table 1). The transcriptional profiling analysis was performed on isolated T cells. A total of 37 (44%) genes were differentially expressed after DAC treatment with fold changes >2.5 (Figure 6A). Among these, a total of 23 (27.4%) innate and adaptive immunity genes were significantly upregulated. The altered transcriptional profiling of MDS T cells was characterized by the upregulation of innate and adaptive immunity genes. Meanwhile, the expression of FOXO1, STAT1, T-bet, PD-1, and PD-L1 was also detected in 12 paired MDS patients by RT-PCR due to the limiting amount of the panel. As shown in Figure 6B, the mRNA level of FOXO1, T-bet, STAT1, PD-1, and PD-L1 was highly upregulated after 4 courses of DAC treatment. Furthermore, the protein expression level of FOXO1, p-FOXO1, p-STAT3, and T-bet was detected by western blot in 1 MDS patient. As shown in Figure 6C, the expression of activated FOXO1, p-STAT1, p-STAT3, and T-bet increased, while the expression of non-activated p-FOXO1 reduced after DAC treatment. Therefore, the above studies demonstrate that FOXO1 activation contributes to DAC-induced immune activation in MDS.

**FIGURE 6:**
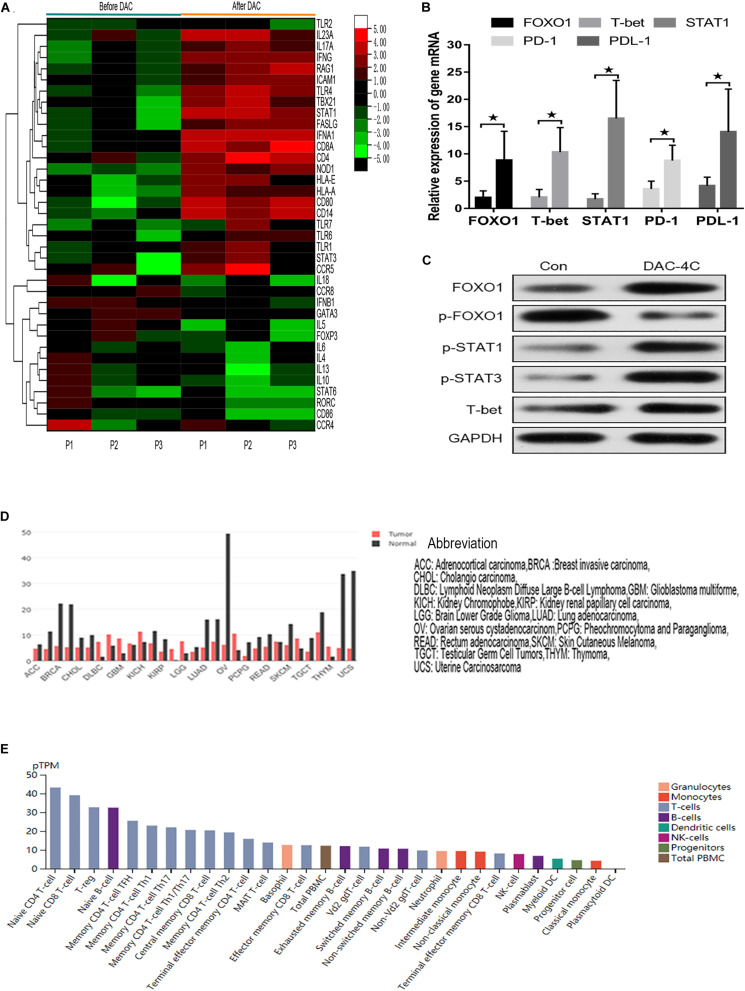
Hierarchical heat map showing the gene DEGs in immune processes after DAC treatment. Normalized log_2_ transformed values as determined by RT^2^ Profiler Human Innate and Adaptive Immune Responses PCR Array in T lymphocytes of 3 matched MDS patients collected at non-DAC and 4-course-DAC treatment. Each column represents one MDS patient, each horizontal line refers to one gene. The cutoff value of log fold change as >1.5 or <−1.5 and false discovery rate <0.01 was considered **(A)**. The bar charts showed that expression of FOXO1, T-bet, STAT1, PD-1, PDL-1 increased significantly after DAC treatment (B). Western blot showed that FOXO1, p-STAT1, p-STAT3, and T-bet in one MDS patient increased with p- FOXO1 protein decreasing after DAC treatment **(C)**. Using the GEPIA (Gene Expression Profiling Interactive Analysis) dataset (http://gepia.cancer-pku.cn/), we compared the mRNA expression of FOXO1 between different tumors and normal tissues. The results indicated that the expression levels of FOXO1 were obviously higher in normal tissues than in tumors. The gene expression profile across different tumor samples and paired normal tissues (Bar plot). The height of bar represents the median expression of certain tumor type or normal tissue **(D)**. Utilizing an online tool (The Human Protein Atlas which aim to map all the human proteins in cells, tissues and organs using integration of various omics technologies, https://www.proteinatlas.org/), we explored the mRNA expression of FOXO1 in immune cells. The results show FOXO1 plays an important role in immune cell development **(E)**. * means *P* < 0.05.

## Discussion

Myelodysplastic syndromes indicates that the status of pre-leukemia with ineffective hematopoiesis, featured by bone marrow dysplasia that easily progresses into acute myeloid leukemia (Steensma, 2018). For higher-risk MDS patients who are not suitable for transplant, HMAs are most appropriate. DAC are therapeutic agents and have already been used in treatment of higher-risk MDS and acute myeloid leukemia for many years. DAC can play a role in decreasing MDS clonal burden, then resulting in improved hematopoiesis, but do not eradicating tumor stem cells, so relapse is inevitable tendency. The mechanism of action of DAC is still not fully understood, and may result from a combination of conventional cytotoxic, DNA hypomethylation and immune-related mechanisms including changes in interferon signaling and presentation of neoantigens as epitopes to the immune system (Licht, 2015; Chiappinelli et al., 2017). Once DAC fails due to intolerance, resistance, or relapse after a favorable response, the approved second-line therapy is limited, the outlook is poor, and the median survival time is less than 6 months (Jabbour et al., 2010; Prébet et al., 2011; Montalban-Bravo et al., 2018). Therefore, clarifying the mechanism underlying DAC is required to improve the treatment effect in MDS.

Decitabine is considered as a rapid and profound global DNA demethylation, as well as site-specific promoter demethylation of many genes including cancer suppressor genes and immune-related genes (Wolff et al., 2017; Seelan et al., 2018). In this study, using the DEG analytical method, the data suggest that multiple genes and multigenic pathways were regulated by DAC. For example, DAC could activate the interferon signaling and p53 signaling pathway induce further biological process in pathway analysis as previous reports (Chang et al., 2017; Zhang et al., 2017a,b). However, this study focused on the mechanism of tumor suppressor gene FOXO1 in DAC -dependent processes. The results indicated that FOXO1 is hyperphosphorylated in MDS-L cells and thus inactivated. DAC treatment activates FOXO1 by increasing its gene expression and reducing its protein phosphorylation, leading to up-regulation of downstream effectors Bim, Puma, FasL, CDKN1A, and CDKN1B and down-regulation of downstream cell cycle effectors Cyclin D1 and Cyclin D2. Furthermore, DAC-induced differentiation of MDS-L cells into lymphocytes and monocytes, MDS-L cell cycle arrest, apoptosis, and immune activation were also observed.

Forkhead box O (FOXO) transcription factors, including FOXO1 (FKHR), FOXO3a (FKHRL1), FOXO4 (AFX), and FOXO6, have also been increasingly recognized as tumor suppressors through serving as pivotal connection points to allow stress signals, proliferative nutrient and diverse to cluster and integrate with distinct gene networks to control cell fate, metabolism, and cancer development (Farhan et al., 2017; Jiramongkol and Lam, 2020). As shown in Figure 6D, FOXO1 expression is reduced in most tumors and appears to act as a tumor suppressor gene. In this study, similar to the effect of FOXO3A activation in the SKM-1 cell line (Zeng et al., 2017), active FOXO1 also plays an important role in suppressing MDS-L by inducing apoptosis and by supressing progression of cell cycle. In contrast to active FOXO3A, our research confirmed that activated FOXO1 tends to directly regulate Bim gene, which is consistent with previous research (Dijkers et al., 2000, 2002). That is, activated FOXO1 is translocated to the nucleus, binding to the Bim promoter and induces the transcription of the Bim gene. However, FOXO1 activation showed a limited regulation effect on Puma and FasL expression by silencing FOXO1, which shows that DAC may up-regulate the expression of Puma and FasL in other ways. Therefore, it is possible that the apoptosis induced by DAC is mainly mediated through the mitochondrial apoptosis pathway. Through a similar silencing FOXO1 gene function test, we also found that FOXO1 has a more closely regulatory effect on CDKN1A and CCND2 than on CDKN1B and CCND1 (Schmidt et al., 2002).

Next, we focused on the role of FOXO1 in the MDS immune microenvironment. As shown in Figure 6E, FOXO1 also inherently controls the anti-tumor immune response and the homeostasis and development of immune cells, including T cells, B cells, natural killer (NK) cells, macrophages, and dendritic cells. However, the mechanism of FOXO1 in the MDS immune environment has not been reported so far. In the past decade, aberrant immune activation in lower risk MDS and impaired anti-leukemic immunity in higher risk Malignant clones as well as MDS in the bone marrow microenvironment were identified as key pathogenic drivers of MDS. Multiple mechanisms are involved in higher risk MDS to promote immune tolerance (Ivy and Brent, 2018; Sallman and List, 2019). Several reports have demonstrated that higher risk disease is accompanied by an increase in myeloid-derived suppressor cells (MDSCs), along with regulatory T cells (Tregs) augmentation (Gabrilovich and Nagaraj, 2009; Kittang et al., 2015). One effect of increasing suppressive cell subsets is to reduce cytotoxic anti-leukemia immunity. The activation and function of NK cells and cytotoxic T lymphocytes (CTL) play important cytotoxic activity in response to myeloid neoplasms, but their functions are reduced in high-risk MDS (Epling-Burnette et al., 2007; Kotsianidis et al., 2009). In our study, the results showed that DAC promotes the differentiation of MDS-L cell surface antigen into lymphocytes and monocytes through activating FOXO1. Further PTEN/PI3K/AKT/FOXO1 pathway study confirmed that DAC upregulates PTEN gene expression, thereby inhibiting the phosphorylation of PI3K and AKT and releasing FOXO1 inhibition. Activated FOXO1 can upregulate TLR4 expression, thereby activating the MDS innate immune system. The results were consistent with previous studies, FOXO1 is a key regulator of many inflammatory factors, such as TRL4, NF-κB, tumor necrosis factor (TNF)-α, interleukin (IL)-1β, and IL-18, via the TLR4/NF-κB signaling pathway (Kamo et al., 2013; Li et al., 2016). In the specimens of MDS patients, we further verified that with the increased expression of FOXO1, there is a wide range of upregulation and activation of type I immune cell transcription factors and up-regulation of cellular immune functions, thereby enhancing anti-leukemia effects and inhibiting the growth of MDS malignant clones. All the results demonstrated that DAC can activate FOXO1 to enhance anti-tumor immune effect in higher risk MDS.

Accumulating evidence has shown the paradoxical intrinsic role of the FOXO1 in cancer, which can act as a tumor repressor while also maintaining cancer stem cells (Sykes et al., 2011; Long et al., 2020). The regulatory role of FOXO1 in tumor immunity is equally confusing (Deng et al., 2018). DAC also has a double-edged sword effect on the regulation of MDS immune function. The global demethylation of DNA can induce anti-tumor effects. It can also upregulate the expression of inhibitory immune checkpoint receptors and their ligands, resulting in secondary resistance to DAC (Wolff et al., 2017). Due to the limitation of conditions, we do not have a suitable animal model of MDS to further verify activated FOXO1 and their extracellular factors in cancer cells, stromal cells, and immune cells. These factors have a profound effect on promoting or inhibiting anti-cancer immunity in the tumor microenvironment. The effect of activated FOXO1 on the prognosis and survival of MDS disease also requires further long-term follow-up. Based on the above findings, we agree with assumption of Wolff F, who proposed a role for FOXO1 as a rheostat, which regulates both immune homeostasis and the immune response in cancer immunity. In the future, further study is needed to better understand the role of FOXO1 in MDS pathogenesis. It will be interesting to better understand each molecule and each cell type regulated by FOXO1 directly in the settings of cancer patients or tumor models (Tirosh et al., 2016).

In conclusion, this study showed that silencing FOXO1 expression impaired DAC-induced apoptosis, cell cycle arrest, and cellular differentiation, which potentially may be due to the observed down-regulation of Bim, CDKN1A, and CCND1. DAC-induced TLR4 upregulation was mainly reversed by FOXO1 silencing, which could explain the partial reversal of DAC-induced immune activation observed when FOXO1 expression was knocked down. It was found that the up-regulation of innate and adaptive immunity genes after DAC treatment, as well as the subsequent increase in T-bet, p-FOXO1, and p-STAT3 in MDS samples, were related to the up-regulation and activation of FOXO1 induced by DAC. Collectively, DAC induces FOXO1 activation, which plays an important role in anti-MDS tumors.

## Materials and Methods

### Cell Culture and DAC Treatment

MDS-L cells were donated by Prof. Tohyama (Tohyama et al., 1995). MDS-derived leukemia cell line SKM-1 cells were donated by Prof. Nakagawa (Nakagawa and Matozaki, 1995). Cell lines were cultured in RPMI 1640, which contained 10% heat-inactivated fetal bovine serum and 1% penicillin-streptomycin at 37°C in a humidified atmosphere containing 5% CO_2_. Furthermore, IL-3 (100 U/ml) is essential for MDS-L cells. When cells reached the logarithmic growth phase, they were seeded at a density of 5 × 10^5^ cells/well in 6-well plates and harvested with five 24-h pulses of 1 μM DAC (Selleck Chemicals LLC, Houston TX, United States) and collected after the treatment (Zhang et al., 2017b).

### RNA Preparation and Gene Expression Microarray (GEM)

As previously described, according to the manufacturer’s instructions, total RNA was extracted from 10^5^ cell lines using the RNeasy system (Qiagen, Valencia, CA, United States). A Genechip Primeview^TM^ Human Gene Expression Array (Affymetrix, United States) was used for the GEM study. The signal intensities were obtained with a Genechip Scanner 3000 7G (Affymetrix) to generate cell intensity files (CEL). Statistical analysis was performed using Partek Genomics Suite software (Partek, Inc., St. Louis, MO, United States). The robust multiple array average (RMA) algorithm was used to normalize the data. The false discovery rate (FDR) was lower than 0.15 to minimize the misidentification of genes. Analyzed the changes of up-regulated or down-regulated genes greater than 1.0 times (Xu et al., 2014).

### Functional Enrichment Analysis

WebGestalt^1^ is an automated systematic-analysis tool that helps understand common and unique way within a set of orthogonal target discovery researches. The tool is free and well-maintained, user-friendly gene-list analysis for gene annotation and analysis. The gene ontology (GO) terms for biological process (BP), cellular component (CC), and molecular function (MF) categories, as well as Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways was performed using the WebGestalt online tool. GraphPad (GraphPad Software, Inc., San Diego, CA, United States) was used to improve GO graphic analysis. Fisher’s exact test was used to select the important approach, and the significance threshold was defined by FDR. *P*-value < 0.05 was considered statistically significant. STRING^2^ was employed to construct protein–protein interaction (PPI) network of DEGs for DAC treatment MDS cell lines and the confidence score of the interaction > 0.4 was considered statistically significant. Cytoscape was employed to annotate and improve the up-down regulated genes of PPI. Further, molecular complex detection (MCODE) APP was applied to identify densely connected network components (Xu et al., 2014).

### Cellular Transfection

MDS-L cells were transfected with either Silencer Select FOXO1 (cat. AM16708) or Silencer Select Negative Control (cat. AM4611) siRNAs, both of which were purchased from Thermo Fisher (Thermo Fisher Scientific, Waltham, MA, United States), and Lipofectamine 3000 reagent (Thermo Fisher Scientific, Waltham, MA, United States) according to previously reported literature (Zeng et al., 2017). The harvest time of these transfected cells was set to 24 h after transfection. Then, the transfected cells were either cultured or treated with 1 μM of DAC as needed for 72 h.

### Apoptosis Assessment

Cell apoptosis analysis was fulfilled by employing an annexin V-FITC/PI apoptosis detection kit (BD Biosciences) with a flow cytometer (FACS Calibur, BD Biosciences, Franklin Lakes, NJ, United States). According to different experimental manipulation, MDS-L cells were seeded and inoculated in a 6-well plate at a density of 10^5^ cells per well. Subsequently, these cells were first suspended in the binding buffer, and then Annexin V-FITC (10 μl) and PI (5 μl) were, respectively, supplied to each well. Finally, The mixture was reacted in the dark for 15 min and then analyzed using flow cytometry (FCM) (Zhang et al., 2017b).

### Cell Cycle Analysis

Wash 5 × 10^4^ cells with cold phosphate-buffered saline (PBS), fix in 70% ethanol, wash once with PBS, and then re-suspend in 1 mL of propidium iodide (PI) staining reagent (50 mg/ml of propidium iodide and 1 mg/ml of RNAse). Before performing cell cycle analysis, the samples were incubated in the dark for 30 min. The cell cycle was measured with FACS Calibur. The percentages of cells in the G1, S, and G2 phases were calculated with the Cellquest software (Xu et al., 2014).

### Detection of Cell Surface Markers

DAC-treated MDS-L cells were collected and stained for surface antigen, 10 μl of PerCP-bound anti-CD3 antibody, APC-bound anti-CD13 antibody, FITC-bound anti-CD14 antibody, PE-bound anti-CD20 antibody or PE-bound anti-235a antibody (Becton Dickinson) was added to the cells and incubated for 15 min at room temperature in the darkness. Cells were then washed and resuspended in PBS, and surface markers were analyzed by FCM within 1 h.

### Bone Marrow Mononuclear Cells and T Lymphocytes Preparation

Twelve MDS patients were administered with DAC (product name: Dacogen, DAC, Xian Janssen Pharmaceutical Ltd., 20 mg/M^2^ × 5 days for 4 courses) for immune research after obtaining informed consent according to the Declaration of Helsinki and Council for International Organizations of Medical Sciences International Ethical Guidelines, and ethical approval was obtained from the ethics review board at The Sixth Hospital Affiliated with Shanghai Jiao Tong University. All participants provided written informed consent prior to enrollment, and the privacy rights of human subjects were observed. MDS were diagnosed in accordance with the World Health Organization (WHO) 2016 criteria (Arber et al., 2016), and the detailed information regarding MDS patients is shown in Supplementary Table 1. Five milliliters of fresh bone marrow were aspirated from posterior iliac crests. Bone marrow mononuclear cells (BM-MNCs) were isolated using Ficoll-Hypaque gradient (Lymphoprep TM, Niergaard, Oslo, Norway) for mRNA expression by quantitative real-time polymerase chain reaction (PCR). BM-MNCs of some MDS patients were carefully separated into 2 portions, T cells of 1 part were isolated using MACS CD3+ T microbeads (Miltenyi Biotec), followed by RT^2^ Profiler PCR Arrays and the rest of the BM-MNCs were used for western blot analysis (Zhang et al., 2017b).

### Western Blot Analysis

Whole cell lysates were obtained from MDS-L cell line or BM-MNCs of MDS patients, and separate the same amount of protein by 12% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE), and then blotted onto a polyvinylidene difluoride (PVDF) membrane. The PVDF membranes were blocked with Tris-buffered saline (TBS) containing 5% skimmed milk powder for 1 h, and then incubated with the primary antibodies (Supplementary Table 2) at 4°C overnight. Membranes were incubated with either anti-mouse or anti-rabbit immunoglobulin G (IgG) horseradish peroxidase-conjugated secondary antibody (Amersham Biosciences, Piscataway, NJ, United States). Specific bands were visualized using ECL Western Blotting Detection Reagents (Amersham Biosciences, Piscataway, NJ, United States). The intensity of bands was quantified using Image Lab software version 2.0 (Bio-Rad Laboratories, Hercules, CA, United States), and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as an internal standard (Xu et al., 2014).

### RT^2^ Profiler PCR Arrays

According to the manufacturer’s instructions, 3 matched MDS patients were isolated from 3 × 10^6^ total T cells RNA using miRNeasy Micro Kit (Qiagen). RNA concentration and quality were evaluated by using Nanodrop-ND-1000 (Celbio). According to the manufacturer’s instructions, cDNA was synthesized from 250 ng of total RNA using RT^2^ First Strand Kit (SABiosciences Corp.), and the expression levels of 84 genes (Supplementary Table 3) were analyzed by RT^2^ Profiler Human Innate and Adaptive Immune Response PCR Array (PAHS-052Z, SABiosciences Corp). Real-Time PCR amplification was performed on a 7500 Real-Time PCR System (Applied Biosystems). The online tool RT^2^ Profiler data analysis software (Qiagen) was used for data standardization and statistical analyses. The threshold cut-off point was based on >2.5-fold differential expression. The Pheatmap package was used to investigate the differential expression of immune genes through PCR Arrays (Serena et al., 2018).

### Quantitative Reverse-Transcription Polymerase Chain Reaction (qRT-PCR)

Total RNA was extracted from BM-MNCs of 12 matched MDS patients using the RNeasy Mini Kit (QIAGEN, Hilden, Germany) according to the manufacturer’s instructions. Afterward, reverse transcription and qRT-PCR were, respectively, fulfilled by utilizing a Revert-AidTM First Strand cDNA Synthesis Kit (Fermentas, Burlington, ON, Canada) and SYBR Premix Ex TaqTM II (Tli RNaseH Plus) (TAKARA, Beijing, China). The threshold cycles were used to calculate relative expression levels according to the 2^–ΔΔCt^ method. Relative mRNA expression levels were normalized to the level of GAPDH. The primer sequences used in this investigation are shown in Supplementary Table 4 (Zhang et al., 2017a).

### Statistical Analysis

All experiments were performed at least 3 times. The analysis of flow cytometry data was performed using CellQuest software. Continuous variables were expressed as mean ± standard deviation (SD) or median. According to the distribution of each variable, the comparison was made according to parameters [Student’s *t* test, analysis of variance (ANOVA)] or non-parametric (Mann–Whitney *U* Test, Kruskal–Wallis). Categorical variables were compared using Fisher’s exact tests. The difference was considered statistically significant at *P* < 0.05. Statistical analyses were performed using GraphPad Prism program (GraphPad Software, Inc., San Diego, CA, United States) or SPSS software (version 22.0).

## Data Availability Statement

The data presented in the study are deposited in the (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164744) repository, accession number: GSE164744.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Sixth Hospital Affiliated with Shanghai Jiao Tong University. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

ZZ and C-kC started the project, and conceived and designed the experiments. YJ, FX, and L-xS performed the experiments. LS and JG analyzed the data. C-kC took the primary responsibility for the final content. ZZ, YJ, FX, L-xS, LS, JG, and C-kC read and approved the final manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.webgestalt.org/option.php

2 http://string-db.org

# Supplementary material for: Decitabine Induces Change of Biological Traits in Myelodysplastic Syndromes via FOXO1 Activation
**Source:** Front Genet. 2021 Jan 27;11:603956. doi: 10.3389/fgene.2020.603956
**Supplement:** Supplementary file 1

**Supplementary**

**Table1. Characteristic of MDS patients**

**Abbreviations:** IPSS-R, Revised International Prognostic Scoring System; IWG, International Working Group; ORR, overall response rate; CR, complete response; mCR, marrow CR; PR, partial response; HI, hematologic improvement; SD, stable disease; PD, progressive disease; NR, no response. MDS-EB-2, MDS with excess blasts (MDS-EB-2).

*means for RT^2^ Profiler PCR Arrays.

**S. Table 2 Primary antibodies for WB**

| **Antibody** | **Catalogue number** | **Sources** |
| --- | --- | --- |
| FOXO1 | #2880 | Cell Signaling Technology |
| pFOXO1(Ser256) | #9461 | Cell Signaling Technology |
| Bim | #2880 | Cell Signaling Technology |
| Puma | #60434 | Cell Signaling Technology |
| FasL | #24633 | Cell Signaling Technology |
| CDKN1A | #2947 | Cell Signaling Technology |
| CDKN1B | #3686 | Cell Signaling Technology |
| CCND1 | #2922 | Cell Signaling Technology |
| CCND2 | #3741 | Cell Signaling Technology |
| PTEN | #9188 | Cell Signaling Technology |
| pPI3K(p85) | SAB4502195 | Sigma‑Aldrich, Merck KGaA |
| pAKT(Ser473) | sc293125 | Santa Cruz Biotechnology |
| TLR4 | #14358 | Cell Signaling Technology |
| pSTAT1 (phospho Y701) | Ab29045 | Abcam |
| pSTAT3(phospho Y705) | Ab76315 | Abcam |
| T-bet | ab91109 | Abcam |
| GAPDH | #8884 | Cell Signaling Technology |

**S. Table 3. List of genes involved in Innate and Adaptive Immunity**

II (Innate Immunity); AI (Adaptive Immunity); HI (Humoral Immunity); IR (Inflammatory Response); DRB (Defense Response to Bacteria); DRV (Defense Response to Viruses); PRR (Pattern Recognition Receptor).

**S. Table 4. Primers sequences used for Quantitative real-time PCR**

| Gene | Primer sequence |
| --- | --- |
| GAPHD | forward:5’-AACTTTGGCATTGTGGAAGG-3’ |
|  | reverse:5’-ACACATTGGGGGTAGGAACA-3’ |
| T-bet | forward: 5′- GGTTGCGGAGACATGCTGA-3′ |
|  | reverse: 5′- GTAGGCGTAGGCTCCAAGG-3′ |
| STAT1 | forward: 5’-GTGGAAAGACAGCCCTGCAT-3’ |
|  | reverse:5’-ACTGGACCCCTGTCTTCAAGAC-3’ |
| PD-1 | forward: 5’-ACCTGGGTGTTGGGAGGGCA-3’ |
|  | reverse: 5’- GGAGTGGATAGGCCACGGCG-3’ |
| PDL-1 | forward: 5’-TGGCATTTGCTGAACGCATTT-3’ |
|  | reverse:5’-TGCAGCCAGGTCTAATTGTTTT-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

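RNA of 2 human cell lines, MDS-L and SKM-1, was measured after DMSO or after 1 μM DAC for 5 days on 4 PrimeView arrays, 1 array per condition. The authors deposited 1 log2 expression value for each of 49395 probe sets and each array. The paper's methods give a GeneChip scanner, RMA normalization in Partek Genomics Suite and no version, and the submitters' processing notes name MAS5. The deposited values have the range of log2 values, and the sorted values of the arrays lie within 0.18 of each other, so they were used as deposited without a further transformation. Every step before the log2 values, from scanning to normalization, is the authors' work and was not repeated.

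Probe sets were given gene symbols from the array annotation, which lists 46826 of the probe sets. Of these, 44994 have 1 gene symbol and 1832 have several and were left out, as were 2569 unlisted probe sets. The annotation names no genome build, so no coordinates are given. For each of 18132 genes the probe set with the highest mean over the 4 arrays was used. The background level of each array was the 90th percentile of its 359 olfactory receptor probe sets. A gene was measured in a cell line if it lay above that level on at least 1 of 2 arrays, which left 12688 genes in MDS-L and 12714 in SKM-1. Values under the level were raised to it. An increase from a raised DMSO value and a decrease to a raised DAC value are lower bounds. The level was higher with DAC than with DMSO, so for 266 genes in MDS-L and 192 in SKM-1 that lay under background with DAC, the raised values give a log2 fold change above 0, which is no bound. Signal over background and the number of arrays limit the precision, and no interval can be given from single arrays.

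Within a cell line, genes at least 2-fold higher or lower were counted with no test. Overlaps of both cell lines were set beside the number that independent lists would share, over the 11984 genes measured in both. An effect of DAC common to both cell lines was tested in R 4.3.3 with limma 3.58.1, by a linear model with cell line as a block, empirical Bayes moderation with a trend on mean expression, 1 residual degree of freedom, two-sided p-values and Benjamini-Hochberg adjustment at 0.05. For each gene list, the median log2 fold change in each cell line was compared with 10000 random lists of the same size drawn within 20 bins of mean expression, as a description of these arrays. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Both procedures were tested on simulated data. The fold counts called 100 of 100 genes raised 4-fold, 80 of 100 lowered 4-fold and 0 others among 12436 genes of MDS-L. Those simulated arrays were 1 real array plus noise of a chosen size. The 0 others is therefore no rate of false calls for the real arrays, whose noise between samples is unknown. For the common effect, 5.59% of unchanged genes had an unadjusted p under 0.05.

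Fixed before the data were examined were 30 gene lists, the processing alternatives and the rule for named genes. The lists cover the paper's hub genes, FOXO1 pathway genes, protein targets and immunity panel, interferon response, inflammatory cytokines and alarmins, Toll-like receptor signaling, p53 targets, DNA replication, mitosis, cyclin-dependent kinase inhibitors and D cyclins, the BCL2 family and death receptors, cancer-testis genes, antigen presentation, immune checkpoints, markers of stem and progenitor cells, granulocytes, monocytes, T and NK cells, B cells, erythroid cells, megakaryocytes, and mast cells and basophils, DNA methylation enzymes, histones, cholesterol synthesis, endoplasmic reticulum stress, heat shock proteins, ribosomal proteins and housekeeping genes. Named are genes of the paper's hub, FOXO1 pathway and protein target lists, the 10 largest differences in each direction and cell line among genes above background on both arrays, the 10 highest values in each direction among genes above background on 1 of 2 arrays, the 15 largest differences shared by both cell lines in each direction, and for each list the 4 members with the largest difference in each cell line and members at least 2-fold different in both. Some genes that the paper names are not reported here. The alternatives were 2 other fold thresholds, other background levels or no raised values, quantile normalization, centred fold changes, other ways to choose probe sets, and other limma settings. A further pair of alternatives, in which any probe set of a gene could count, was added after seeing the data. The paper's experiments on proteins, flow cytometry, gene silencing and patients were not analysed here.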

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

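The share of probe sets lower in SKM-1, the interferon list as a check for exchanged arrays, the ratio of probe set counts and the medians of whole genes were tests chosen after the results were seen. Quantile normalization and the comparison with random lists belong to the main analysis, and their bounds for the DNA replication genes were written after the results were seen. Each gene in the next 2 paragraphs went in opposite directions in MDS-L and SKM-1 after DAC, with 1 array per condition, and the difference between the cell lines was not tested.

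FOXO1 had a log2 fold change of 0.95 in MDS-L and -0.44 in SKM-1, and TLR4 of 0.40 and -0.88. All probe sets of both genes above background in SKM-1, 100% of 5, were lower with DAC. Among them is the probe set that represents each gene, whose lower value defines the pattern. The remaining ones argue against the choice of probe set for the decrease in SKM-1. They do not bear on MDS-L, where 1 probe set of TLR4 lay above background, going from 5.22 to 5.62 (log2). The interferon response list, higher in MDS-L, had a median log2 fold change of 1.74 in SKM-1, which argues against an exchange of the SKM-1 arrays. A difference between the cell lines in their response to DAC stays open as a hypothesis, as does a difference between single samples, which 1 array per condition cannot exclude.

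ATM, a kinase of the DNA damage response, had log2 fold changes of 0.36 in MDS-L and -1.19 in SKM-1, where 1 of 4 probe sets above background went the other way in each cell line. Cyclin D2 (CCND2) had 0.36 and -0.71, and the death ligand TNFSF10 had -0.31 and 0.60. The chemokine CCL3 had 1.99 and -2.28, and INSIG1, a regulator of sterol synthesis, had 1.06 and -1.29. The decoy death receptor TNFRSF10D had 1.41 and -1.70, with 1 of 2 probe sets above background higher in SKM-1. USP53 had 1.11 and -1.03, the latter a bound, since it lay under background with DAC in SKM-1.

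DNA replication genes were lower after DAC in MDS-L, with a median log2 fold change of -1.46. Quantile normalization gave -1.37, but the arrays differed by at most 0.18 at any rank before it, so it could not have moved the median far. The median lay at percentile 0 of 10000 random lists matched on mean expression, whose own median was -0.06 in MDS-L. This argues against a shift of all highly expressed genes. It also argues against a normalization before deposit that moves genes of like expression alike. Other steps before deposit were not repeated and stay open. From these arrays, the growth state of the cells at harvest and an effect of DAC on the cell cycle cannot be told apart, because MDS-L had 1 array per condition. By flow cytometry, the paper reports fewer MDS-L cells in S phase and more in G0/G1 after DAC, data that were not analysed here.

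Of 29680 probe sets above background in both cell lines, 121 were at least 2-fold lower in both, 96 were higher in both, and 20 and 8 went in opposite directions. The count lower in both was 8.64 times the mean of the opposite counts, which argues against noise that is independent between the cell lines. It does not bear on a difference shared by both DAC arrays. Some genes, such as RRN3 and SCD, count more than once here. By gene, 19 were lower in both, where independent lists would share 5.00, and 8 and 4 went in opposite directions. Lower abundance of the whole gene is a candidate explanation, since the brightest probe sets of the 85 genes had medians of -0.91 in MDS-L and -0.74 in SKM-1, and 81 were below 0 in both, although 19 were 2-fold lower in both and are among the probe sets that define the pattern. Probe sets built on sequences other than RefSeq transcripts made up 83.8% of 111 probe sets with an accession, 1.22 times their share of 68.8% among all above background. The upper bound set for this ratio could not have been reached even if all 111 were of this kind. The test therefore could not have favored this explanation, which stays open. Among probe sets higher in both, those built on other sequences made up 44.9%.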

How the results depend on the processing

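Of 420 list medians under alternative settings, 385 moved by less than the median's bootstrap standard error over the list's members and 35 by more, and 0 changed sign among medians in either tail of the random lists. Of 3297 values of named genes, 2915 moved by less than the standard deviation between probe sets of a gene, 373 by more, and 9 changed sign among genes at least 2-fold different. Of 66 alternative counts, 40 stayed within 1.5 times the main count. The counts of genes with a common effect were 0 under all 11 alternatives of the limma test. The Pearson correlation of log2 fold changes between the cell lines ran from 0.289 to 0.367. Quantile normalization moved the median of all genes to 0.09 in each cell line. Array signal over background and 1 array per condition limit all values. The limma test pairs DAC with DMSO within each cell line, and the difference between the cell lines cannot be tested. The cause was not tested unless given.

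The fold threshold sets a count by its construction. At 1.5-fold, 1150 genes were higher and 1353 lower in MDS-L, 1227 and 1163 in SKM-1, and 197 and 261 in both. At 3-fold, the counts were 162 and 89 in MDS-L, 68 and 17 in SKM-1, and 13 and 0 in both. With background at the 99th percentile of the olfactory receptors, 247 genes were higher and 281 lower in MDS-L, 121 lower in SKM-1, and 28 higher and 12 lower in both. Quantile normalization gave 12 lower in both, and the median over probe sets 32. In MDS-L, lower genes outnumbered higher ones under 6 of the 9 alternatives set before the data were examined, all but 3-fold, no raised values and quantile normalization. If any probe set could count with no background filter, an alternative added after seeing the data, 768 genes were higher and 831 lower in MDS-L, 694 lower in SKM-1, and 78 higher and 146 lower in both. If any probe set above background could count, also added after seeing the data, 707 were lower in MDS-L, 563 lower in SKM-1 and 109 lower in both.

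The interferon response median in SKM-1 was 1.41 with background at the 99th percentile. The Toll-like receptor median in MDS-L was 0.15 with the median over probe sets. The median of p53 targets in SKM-1 was -0.043 with each array's median or the 99th percentile as background, and -0.043 without probe sets that match several transcripts or genes (IDs ending in _s_at or _x_at). The DNA replication median in MDS-L was -1.37 after quantile normalization and -1.55 without those probe sets, and the mitosis median was -1.002 after quantile normalization. With background at the 99th percentile, log2 fold changes in MDS-L turned positive for CENPH (0.29), CIT (0.064), FANCM (0.24), LMNB1 (0.31), POLR3G (0.33), RSKR (0.080), SKP2 (0.22) and ZGRF1 (0.31), since that level was 6.88 with DAC and 6.42 with DMSO. ZNF175 in SKM-1 was 0.048 without the probe sets that match several transcripts or genes.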

Differences from the paper's values

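The paper's methods state a change greater than 1.0 times, without saying whether this is a ratio or a log2 value, and a false discovery rate that cannot be computed within a cell line from single arrays. The counts found here are at 2-fold with no false discovery rate. In MDS-L, the paper's count of upregulated genes is 842 and that found here 459. Of the alternatives set before the data were examined, a 1.5-fold threshold (1150) falls within 1.5 times of the paper's count, and the others do not. For downregulated genes in MDS-L, the paper's count is 903 and that found here 404, and again a 1.5-fold threshold (1353) comes within that range and no other such alternative does. In SKM-1, the paper's count of upregulated genes is 541 and that found here 345, with no raised values (374) and quantile normalization (402) within range and the others not. For downregulated genes in SKM-1, the paper's count is 762 and that found here 182, and none of these alternatives comes within range. In both cell lines, the paper's count of upregulated genes is 89 and that found here 46, and its count of downregulated genes is 167 and that found here 19, with none of these alternatives within range.

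If a gene counts when any of its probe sets passes 2-fold with no background filter, an alternative chosen after seeing the values, all 6 counts fall within 1.5 times of the paper's, at 768 and 831 in MDS-L, 502 and 694 in SKM-1, and 78 and 146 in both cell lines. It drops 42 of 76 genes drawn as up and 41 of 118 drawn as down in Fig. 1E, among those read from the picture that have a named probe set. If any probe set above background can count, also chosen after seeing the values, 707 genes lower in MDS-L, 436 higher in SKM-1 and 563 lower in SKM-1 fall within range, and the other counts do not.

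Fig. 1E draws genes as up or down in both cell lines. Its caption gives 89 upregulated and 167 downregulated genes, more than were read from the picture. Names and colors were read by eye, so single ones may be misread. As read from the picture, 82 are drawn as up, 76 of them with a named probe set and 62 measured in both cell lines. Of these, 42 were higher in both and 22 at least 2-fold higher in both. Drawn as down are 128 genes, 118 with a named probe set and 113 measured in both, of which 79 were lower in both and 11 at least 2-fold lower in both. The hub genes S100A8, S100A9 and CXCL10, drawn as up, were higher in both cell lines. FOXO1, drawn as up, had a log2 fold change of 0.95 in MDS-L and -0.44 in SKM-1, TLR4 of 0.40 and -0.88, and BCL6 of 1.65 and -0.12, while CD9 was 12.2-fold higher in MDS-L and 1.19-fold lower in SKM-1. CAT, drawn as up, had -0.77 and -0.55, SMAD2 -0.08 and -0.41, SMAD3 -0.30 and -0.53, BNIP3 -0.11 and -1.46, and BCL2L11 -0.22 and -0.16. CD14, TLR8, IL6, IL7R and CD3D, drawn as up, were higher in MDS-L and under background in SKM-1. PIK3CG, drawn as down, had 0.92 and 0.12, and PCK2 0.48 and 0.86, and RNASE2, drawn as down, was 2.29-fold higher in MDS-L and 2.05-fold higher in SKM-1. Also drawn as up, ATM had 0.36 and -1.19, TNFRSF10B 1.14 and -0.47, TNFRSF10D 1.41 and -1.70, TNFSF10 -0.31 and 0.60, and MAD2L1 -1.68 and 0.48. Also drawn as down, MAPK11 had -0.25 and 1.09, CCNA2 -1.74 and 0.22, and CCND2 0.36 and -0.71, while CLEC7A and CX3CR1 were 2.96-fold and 2.73-fold higher in MDS-L and under background in SKM-1, and PCK1 lay under background in both. Probe sets above background were split evenly in direction for BCL6 and TNFRSF10D in SKM-1 and for BNIP3 and MAPK11 in MDS-L.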

Other observations

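The cholesterol synthesis list holds, besides enzymes of the pathway, genes that are not such enzymes, among them SCD, INSIG1 and STARD4. Of its 20 measured genes, 17 were below 0 after DAC in SKM-1, whereas 12 were below 0 and 8 above 0 in MDS-L. At least 2-fold lower were 6 in SKM-1 and 5 in MDS-L, and 1 was at least 2-fold higher in MDS-L, with medians of -0.86 and -0.32 (log2 fold change). HMGCS1, an early enzyme of the pathway, was 2.30-fold lower in MDS-L and 3.12-fold lower in SKM-1, and ACAT2 2.36-fold and 1.79-fold. The list of DNA methylation enzymes also holds genes that are not methyltransferases, among them UHRF1, TET1, TDG, MBD4, SLC29A1 and SAMHD1. Its median was -0.37 in MDS-L, with 3 of 15 members at least 2-fold lower, namely UHRF1, TET1 and DNMT3B. In SKM-1 the median was 0.11, with 1 of 16 members at least 2-fold higher. UHRF1, which guides maintenance methylation, was 4.35-fold lower in MDS-L and 1.26-fold higher in SKM-1, where 1 of 2 probe sets above background was lower, and the methyltransferase DNMT3B was 2.13-fold lower in MDS-L, with 5 of 9 probe sets above background higher and 4 lower in SKM-1. Endoplasmic reticulum stress and amino acid response genes had medians of 0.43 and -0.01 (0.06 after quantile normalization in SKM-1), with 4 of 20 and 1 of 20 members at least 2-fold higher, and the cystine transporter SLC7A11 was 3.48-fold and 1.65-fold higher. Heat shock proteins had medians of -0.40 and -0.26, and the mitochondrial chaperonin HSPD1 was 2.31-fold and 1.47-fold lower. Of cancer-testis and germline genes, 10 of 44 with a probe set lay above background in MDS-L and 14 in SKM-1, where DAZL was at least 3.68-fold higher in MDS-L and MAGEA4 at least 3.61-fold higher in SKM-1. Ribosomal proteins had medians of -0.02 and -0.07 and housekeeping genes of -0.18 and -0.23. In the limma test, 0 of these genes passed over all genes. Adjusted over the list alone, 5 of 20 genes on the cholesterol synthesis list passed and 0 in each of the other lists of this paragraph. For mast cell and basophil markers 0 of 3 passed.

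Genes whose proteins the paper measured had medians of 0.47 in MDS-L (12 measured) and -0.16 in SKM-1 (9 measured), with 3 and 0 at least 2-fold higher and 0 of 9 passing limma adjusted over the list alone. BBC3, which encodes Puma, had log2 fold changes of 0.50 and 0.11, and FASLG, which encodes FasL, lay under background in both cell lines. CDKN1B (p27) had -0.17 and -0.37. Cyclin D1 (CCND1) was 2.21-fold higher in MDS-L. In SKM-1 the probe set of CCND1 with the highest mean lay under background, and the 1 probe set above it had a log2 fold change of -0.44. MS4A1, which encodes CD20, lay under background in both, and ANPEP, which encodes CD13, was 1.30-fold and 1.83-fold higher. Among the CD3 chains, CD3D was at least 16.7-fold higher in MDS-L and under background in SKM-1. CD3E had 0.43 and 0.00, and CD3G lay under background in both. Values of FOXO1, TLR4, CD14, CDKN1A, CCND2 and BCL2L11, also on this list, are given above. The arrays measure RNA and not protein. The paper reports these proteins for MDS-L cells and not for SKM-1. It reports some as rising and others, among them cyclin D1, cyclin D2 and CD13, as falling, so a median over these genes cannot be set against its protein results. Of the 84 genes of the paper's panel for innate and adaptive immunity, 75 have a named probe set, and 54 were measured in MDS-L and 49 in SKM-1. At least 2-fold higher were 12 and 8 of them and 0 lower, with medians of 0.58 and 0.19, and complement C3 was at least 5.34-fold higher in MDS-L and 1.10-fold higher in SKM-1. By limma, 3 of 46 passed when adjusted over the list alone and 0 over all genes.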
